# Tlx3 Function in the Dorsal Root Ganglion is Pivotal to Itch and Pain Sensations

**DOI:** 10.3389/fnmol.2017.00205

**Published:** 2017-06-28

**Authors:** Chengcheng Huang, Fumin Lu, Ping Li, Cheng Cao, Zijing Liu

**Keywords:** Tlx3, itch, pain, pruriceptor, TRPV1, dorsal root ganglion

## Abstract

Itch, a sensation eliciting a desire to scratch, is distinct from but not completely independent of pain. Inspiring achievements have been made in the characterization of itch-related receptors and neurotransmitters, but the molecular mechanisms controlling the development of pruriceptors remain poorly understood. Here, our RNAseq and *in situ* hybridization data show that the transcription factor Tlx3 is required for the expression of a majority of itch-related molecules in the dorsal root ganglion (DRG). As a result, *Tlx3^F/F^;Nav1.8-cre* mice exhibit significantly attenuated acute and dry skin-induced chronic itch. Furthermore, our study indicates that TRPV1 plays a pivotal role in the chronic itch evoked by dry skin and allergic contact dermatitis (ACD). The mutants also display impaired response to cold and inflammatory pain and elevated response to capsaicin, whereas the responses to acute mechanical, thermal stimuli and neuropathic pain remain normal. In *Tlx3^F/F^;Nav1.8-cre* mice, TRPV1 is derepressed and expands predominantly into IB4^+^ non-peptidergic (NP) neurons. Collectively, our data reveal a molecular mechanism in regulating the development of pruriceptors and controlling itch and pain sensations.

## Introduction

Both pain and itch are crucial sensations warning us away from a variety of harmful stimuli. However, pain and itch evoke distinct experiences and behaviors: pain mainly induces a withdrawal response, while itch elicits a desire to scratch. In contrast to the detailed investigations that have been conducted on pain, the molecular mechanisms of itch are just beginning to be understood. In recent years, marked advances have been made in the characterization of receptors, ion channels, neurotransmitters and neurons in the itch circuits. Several G-protein-coupled receptors (GPCRs) have been reported to participate in itch signal transmission as receptors for pruritogens. The histamine receptors H1R and H4R mediate histamine-dependent itch (Han et al., 2006; Rossbach et al., 2009). Receptors associated with histamine-independent itch include MrgprA3, the receptor for chloroquine, which marks a subpopulation of dorsal root ganglion (DRG) neurons specially linked to itch (Han et al., 2013); MrgprC11, which serves as the receptor for the pruritic agents BAM8-22 and SLIGRL-NH_2_ (Liu et al., 2011; Sikand et al., 2011); and the serotonin receptor HTR7, which regulates acute itch and chronic itch (Morita et al., 2015). In addition to the receptors responding to pruritogens, the neuropeptides gastrin-releasing peptide (GRP) and natriuretic polypeptide b (Nppb) are characterized as vital neurotransmitters specifically relaying itch signals. Genetic ablation of GRPR^+^ neurons or deletion of *Nppb* each resulted in significant reduction of the scratching response to multiple pruritogens, whereas the nociceptive responses remained normal (Sun and Chen, 2007; Sun et al., 2009; Mishra and Hoon, 2013).

Although itch and pain are distinct, they are not completely independent of each other. Some ion channels and receptors respond to both pruritic and painful stimuli. MrgprD is expressed in a unique group of sensory neurons responding to mechanical stimuli and it can also be activated by β–alanine to induce itch (Cavanaugh et al., 2009; Liu et al., 2012). TRP channels are not only responsible for heat/cold and chemical pain but also crucial in transmission of itch signals. H1R-mediated histamine-dependent itch and MrgprA3-/MrgprC11-regulated histamine-independent itch require co-activation of TRPV1 and TRPA1, respectively (Shim et al., 2007; Wilson et al., 2011; Roberson et al., 2013).

Despite the inspiring recent progresses, the mechanisms that control the development of pruriceptors remain largely unknown. The function of the transcription factor Tlx3 in spinal cord was demonstrated to be crucial for the development of GRPR^+^ neurons and its conditional knockout (CKO) in the dorsal spinal cord resulted in attenuated responses to distinct pruritogens (Xu et al., 2013). Our previous study demonstrated that Tlx3 was involved in the differentiation of TrkA-lineage neurons and controlled the expression of a dozen of nociceptive channels and receptors in the developing DRG, including MrgprD, Nav1.9, TRPA1 and so on (Lopes et al., 2012). Some of these molecules are also implicated in sensing itch, thus we speculated that Tlx3 in DRG might also mediate the development of pruriceptors and affect itch-related behaviors. Using the mice with CKO of *Tlx3* in DRG, we demonstrate here that Tlx3 was indeed required for the expression of a majority of known itch-related receptors and neurotransmitters; consequently, *Tlx3cko* mice exhibited markedly attenuated acute and dry skin-induced chronic itch. TRPV1 was vital in the development of chronic itch induced by dry skin and allergic contact dermatitis (ACD). The nociceptive responses to cold, inflammatory pain and capsaicin were also affected in *Tlx3cko* mice. In addition, we found that Tlx3 inhibited the expression of TRPV1 from the perinatal stage and loss of Tlx3 in Nav1.8^+^ neurons led to a substantial expansion of TRPV1, mainly in IB4^+^ non-peptidergic (NP) neurons. Thus, our study reveals a molecular mechanism in regulating the development of pruriceptors.

## Materials and Methods

### Animals

The generation of *Tlx3^F/F^;Nav1.8-Cre* has been described previously (Lopes et al., 2012). Animal experiments were approved by the Animal Care and Use Committee of the Beijing Institute of Biotechnology and were performed in compliance with National Institutes of Health guidelines on the ethical use of animals.

### Behavioral Tests

All the itch and pain behavioral tests were performed on mice approximately 2 months old, with *Tlx3^F/F^* littermates as controls; both males and females were included. All mice were acclimated to the behavior test apparatus for 0.5–1 h on at least three consecutive days before testing. The experimenters were blinded to the genotype of the mice.

### Itch Behavioral Test

Before acclimation, the napes of mice were shaved under anesthesia. Then, the mice were placed in separate boxes for 3 days of acclimation. A camera was positioned to record the behavior and the video was played back for counting. The itch-inducing agents dissolved in 50 μl sterile saline were injected intradermally into the nape, and only the scratching bouts directed towards the injection area were counted for subsequent 30 min. The itch-inducing agents were as follows: Compound48/80 (20 μg, Sigma), Chloroquine (200 μg, Sigma), α-Me-5-HT (30 μg, Tocris), SLIGRL-NH_2_ (100 nmol, Tocris).

For chronic itch, dry skin and ACD models were used. The detailed procedures have been described elsewhere (Zhao et al., 2013). For the dry skin model, mice were treated topically with an acetone/ether mixture followed by water for 7 days, and then spontaneous scratching towards the treated area occurred. For the ACD model, 100 μl 0.15% 2,4-Dinitrofluorobenzene (DNFB) solution was topically applied to the abdominal skin (Day0 sensitization); after Day7, 50 μl 0.15% DNFB solution was applied on the previously shaved nape skin every 2 days until significant spontaneous scratching occurred. The spontaneous scratching bouts were recorded for 1 h in both the dry skin and ACD models. Vehicle or AMG9810 (30 mg/kg, Tocris) was intraperitoneally injected into the mice with obvious spontaneous scratching induced by dry skin or ACD, 10 min later, the spontaneous scratch bouts for subsequent 1 h were recorded.

### Pain Behavioral Test

For Von-Frey test and pinprick, mice were placed in a transparent plastic chamber on an elevated wire grid, and then the plantar surfaces of hindpaws were stimulated with Von-Frey filaments (0.008–1.4 g) or pinprick. A response was considered positive when the mouse quickly withdrew and/or licked its hindpaw. The withdrawal threshold for Von-Frey test was determined as the smallest filament at which at least five positive responses were evoked in ten trials with a 10 s interval. The times of the positive response in ten trials were recorded for pinprick test.

For the hotplate test, mice were placed on a hot plate, and the latency to hindpaw flicking, licking or jumping was recorded. The hotplate test was conducted at three temperatures (50°C, 52°C and 55°C) on two consecutive days; all mice were sequentially tested at each temperature, with an interval of at least 5 min between tests. Cutoff times of 60 s, 45 s and 30 s were used at 50°C, 52°C and 55°C, respectively.

To measure the response to cold, the acetone evaporation and icilin test were used. For acetone evaporation test, mice were placed in a transparent plastic chamber on the wire grid; a drop of acetone was applied on the plantar hindpaw with a tube attached to a syringe. The time that mice spent flicking and/or licking hindpaw after acetone application was recorded. Each mouse was tested twice at a 10 min interval per day on two consecutive days. For icilin test, icilin (30 mg/kg, Sigma) was administered intraperitoneally and numbers of the wet-dog shakes were counted for subsequent 30 min.

To measure capsaicin-induced pain, the plantar hindpaw was injected with capsaicin (2.5 μg/10 μl, Tocris); the duration of hindpaw raising, flicking and/or licking in subsequent 2 min was recorded.

For inflammatory and neuropathic pain test, the Complete Freund’s Adjuvant (CFA) model and the Spared Nerve Injury (SNI) model were used. After the baseline of the mechanical and thermal thresholds were measured, mice were treated with a intraplantar injection of 16 μl CFA or SNI surgery on day 0, subsequent tests were taken on day 2, 3, 6 for CFA model and on day 5, 7, 10, 15, 20 for SNI model. Von-Frey test was used to measure the mechanical threshold (above mentioned). Radiant heat test was taken to measure the thermal threshold. Mice were placed in a transparent plastic chamber on a glass surface, a beam of radiant heat (IITC USA, the radiant intensity parameter AI was set as 25 to result in a baseline latency of 8–10 s for control mice) was focused on the plantar surface of the hindpaw, the latency to hindpaw withdrawing, flicking and/or licking was recorded. Three trials were taken at a 5 min interval. A cutoff time of 20 s was used.

Rotarod test: before testing, mice were trained in a rotarod apparatus at a speed of 5 rpm for several circles (5 min/circles) until the mice did not fall from the rotarod apparatus during the whole 5 min training time. When testing, the rotarod speed was increased gradually from 5 rpm to 40 rpm, the times that mice fell from rotarod were recorded.

### RNA Sequencing

Total RNA of cervical, thoracic and lumbar DRGs from about 2 months old *Tlx3cko* and control mice (*n* = 3 for each genotype) was extracted with an RNeasy Mini Kit (Qiagen) under the manufacturer’s protocol. The RNA samples were sent for RNA sequencing at Beijing Kangpusen Biological Technology Company. General procedures were as follows: after quantification and qualification, a total of 1.5 μg RNA per sample was used as input material for RNA sample preparations. Sequencing libraries were generated using NEBNext^@^Ultra^TM^ RNA library Prep Kit for Illumina (NEB, USA) following the manufacturer’s recommendations and the index codes were added to attribute sequences to each sample. The clustering of index-coded samples was performed on cBot Cluster Generation System using Hiseq 4000 PE Cluster Kit (Illumina). After cluster generation, the library preparations were sequenced on an IlluminaHiseq 4000 platform and 150bp paired-end reads were generated. The RNAseq data was submitted to the GEO database, with accession number GSE93394.

### Reagents

Pruritogens (mentioned above) were dissolved in sterile saline. Capsaicin and AMG9810 (30 mg/kg, Tocris) were dissolved in 7% TWEEN-80 and 3% DMSO/5% TWEEN-80 diluted in sterile saline, respectively. DNFB (0.15%, Sigma) was dissolved in acetone.

### Immunofluorescence (IF) and *In Situ* Hybridization (ISH)

Mice were sacrificed and perfused with ice-cold 4% PFA-PBS (paraformaldehyde dissolved in 1× PBS); the DRGs and spinal cords were dissected, fixed in 4% PFA-PBS (4 h and overnight for IF and ISH, respectively, at 4°C), and then saturated in 20% sucrose overnight at 4°C and embedded in OCT. The detailed procedures for IF and ISH has been described elsewhere (Chen et al., 2006; Liu et al., 2008). For IF, sections were blocked with 5% goat serum plus 0.3% Triton X-100 in 1× PBS for 1 h at room temperature and incubated at 4°C overnight with the diluted first antibodies. Second Day, after washing with 1× PBS, sections were incubated at room temperature for 1 h with the diluted second antibodies. Then the sections from control and *Tlx3cko* mice were mounted and photographed under the confocal microscopy (Zeiss LSM800) with same parameters (laser intensity and voltage). The following antibodies were used: guinea pig anti-TRPV1 (1:1000, Millipore); goat anti-TRPV1 (1:200, Santa Cruz); rabbit and guinea pig anti-Tlx3 (1:2000, a gift from Dr. Carmen Birchmeier, Max Delbruck Center for Molecular Medicine, Berlin, Germany); rabbit anti-peripherin (1:1000, Millipore); rabbit anti-CGRP (1:2000, Peninsula Laboratories); IB4-biotin (1:200, Sigma); rabbit anti-VGLUT1 (1:1000, Synaptic Systems); rabbit anti-c-fos (1:200, Santa Cruz); Alexa 488 goat anti-rabbit (1:1000, Molecular Probes); Alexa 568 goat anti-guinea pig (1:1000, Molecular Probes); Alexa 568 goat anti-rabbit (1:1000, Molecular Probes); Alexa 647 goat anti-rabbit (1:1000, Molecular Probes); Streptavidin-Alexa 488 conjugate (1:1000, Molecular Probes); HRP conjugated donkey anti-goat (1:1000, Santa Cruz) with TSA amplification (PerkinElmer) for TPRV1 antibody from Santa Cruz. For ISH, the detailed procedures and the probes for *TRPV1*, *MrgprA3*, *MrgprC11* have been described elsewhere (Chen et al., 2006; Liu et al., 2008). The probes for *Nppb*, *IL-31ra*, *somatostatin (Sst)*, *GRP* and *GRPR* were amplified with specific primers; cDNA was prepared from adult mouse DRGs and then synthesized *in vitro* with a Digoxigenin (Dig) label (Roche).

For analysis of c-fos expression, mice were anesthetized with pentobarbital, and the left hindpaw was injected with capsaicin (2.5 μg/10 μl) or immersed in a 55°C water bath (30 s, 5 times separated by 1 min intervals), while the right hindpaw remained untreated. Two hours later, mice were sacrificed and perfused with ice-cold 4% PFA-PBS; the L4 to L5-level spinal cords were collected for detection of c-fos expression.

### Statistical Analysis

Data are presented as the mean ± SEM. The statistical graphics and significances were performed on GraphPad Prism5. A paired or unpaired Student’s *t*-test was used for comparison of two groups with *P* < 0.05 considered statistically significant.

## Results

### Decreased Expression of Itch-Related Molecules in *Tlx3cko* Mice

To determine whether Tlx3 can mediate the development of pruriceptors, we used the *Tlx3cko* mouse line constructed through crossing *Tlx3^F/F^* mice with *Nav1.8-Cre* mice. Nav1.8 was selectively expressed in most nociceptive neurons after embryonic day 17 (E17). *Tlx3^F/F^; Nav1.8-Cre* mice (referred to as *Tlx3cko* mice below) specifically lost Tlx3 expression in most TrkA-lineage DRG neurons (Lopes et al., 2012). We performed RNA sequencing (RNAseq) to analyze the transcriptomes in DRGs of both genotypes. 

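Total RNA of cervical, thoracic and lumbar DRGs was sequenced from 3 control and 3 Tlx3cko mice of about 2 months, and the authors deposited the number of reads they counted on each gene in each library, without normalization. The deposited labels give the control genotype as wild type, while the paper calls these mice controls. The libraries held 13761480, 15006871 and 18775628 counts for control replicates 1, 2 and 3, and 15535247, 11458299 and 15303922 counts for Tlx3cko replicates 1, 2 and 3. The paper's text does not name the aligner, the counting program, the genome build or whether the strand of the reads was used. Gene names and positions were taken from the GENCODE M21 annotation of the mouse genome GRCm38. Counts were normalized by edgeR's TMM method and are given below as normalized counts, that is, counts scaled to the mean effective library size of 14974185. A total of 20006 genes with at least 10 counts over the 6 libraries were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. With 3 mice against 3, an exact two-sided permutation test on a single gene cannot give a p below 0.1, so the adjusted p from the model across all genes is reported. The targeted gene Tlx3 (ENSMUSG00000040610) lies on the minus strand of chromosome 11 from 33200752 to 33203589. Its counts were 1828, 2262 and 2433 in the control libraries and 1717, 1052 and 1475 in the Tlx3cko libraries. After normalization these were 2057 ± 173 counts (SD, n = 3) in control and 1495 ± 141 counts (SD, n = 3) in Tlx3cko DRGs, with no overlap between the groups. The log2 fold change of Tlx3 was -0.46 (standard error 0.09, adjusted p = 0.0122 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This call was lost in 3 of the 6 fits that each left out 1 library, namely without control replicate 2, Tlx3cko replicate 2 or Tlx3cko replicate 3, with a highest adjusted p of 0.091. Control replicates 1 and 2 had 591 and 493 counts on Xist and 0 on Ddx3y, whereas control replicate 3 and the 3 Tlx3cko libraries had at most 2 counts on Xist and between 273 and 525 on Ddx3y, so the sexes were not balanced between the groups.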

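Of the 20006 genes tested, 851 differed between Tlx3cko and control DRGs at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 512 lower and 339 higher in Tlx3cko. By ratio the count moved most when at least a 2-fold change was also required, to 315 genes. It rose to 1529 genes when genes with few counts were not removed before the test. That fit gave several genes far smaller adjusted p at nearly the same fold changes, so its larger count is not stronger evidence. Among the 18 itch-related genes of Table 1, 13 were lower in Tlx3cko DRGs past this threshold and 0 were higher. Adjusted over the list alone, 14 were lower and 1 was higher. The paper presents these as itch-related genes and reports them from these same libraries, so the list is not independent evidence. Whether the measured values guided the choice of genes is not stated. In 16 of the 18 genes the 3 Tlx3cko values did not overlap the 3 control values, where chance alone gives 10% and 19.7% of all genes tested showed no overlap; the 16 include Htr3a, which did not pass the threshold. The neuropeptide gene Nppb (chromosome 4, 147985788 to 147987205) had 284 ± 24.9 normalized counts (SD, n = 3) in control DRGs and at most 3 counts in each Tlx3cko library, which puts it at least 87.1-fold lower. Sst fell from 366.1 ± 220 to 6.74 ± 3.38 normalized counts (SD, n = 3 each), a log2 fold change of -5.80 (standard error 0.53, adjusted p = 2.88e-05 from the same edgeR test). Mrgpra3, the chloroquine receptor gene on chromosome 7, fell from 270.3 ± 79.9 to 16.3 ± 8.12 normalized counts. Mrgprd kept 28.6% of its control level, with a log2 fold change of -1.81 (standard error 0.16). Plcb3 was the most abundant of the 18 genes and fell by a smaller factor, from 13010 ± 556 to 8129 ± 552 normalized counts (log2 fold change -0.68, standard error 0.07, adjusted p = 0.000118 from the edgeR test). With each library left out in turn, Nppb, Sst, Mrgpra3, Mrgprd and Plcb3 all stayed past the threshold.

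**Figure D1:**
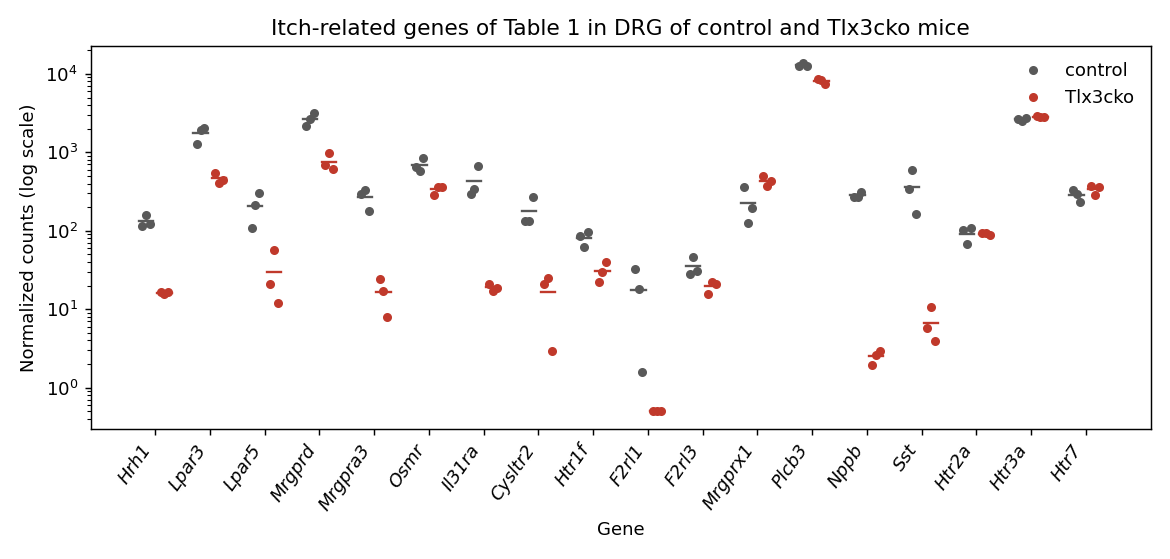
Normalized counts (log scale) of the 18 genes of Table 1 in each library; points are the 3 control and 3 Tlx3cko mice, bars are group means, and values under 0.5 are drawn at 0.5. Nppb shows the widest gap, with 284 counts on average in control and at most 3 raw counts in each Tlx3cko library.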

The RNAseq results showed that the expression levels of most known itch-related molecules were substantially decreased in *Tlx3cko* DRGs (Table 1). Among them, the histamine receptor H1R (*Hrh1*) mediates histamine-induced itch. The transcriptional expression levels of other histamine receptors were too low to be reliably quantified in our RNAseq results. 

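Hrh1 (chromosome 6, 114397936 to 114483296) had 132.5 ± 24.4 normalized counts (SD, n = 3) in control and 16.3 ± 0.497 in Tlx3cko DRGs, a log2 fold change of -3.01 (standard error 0.26, adjusted p = 1.79e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Hrh4 had 0 counts in all 6 libraries. Hrh2 had between 15 and 37 counts per library, and its log2 fold change of -0.09 had a standard error of 0.40, so no difference was detectable at this depth. Hrh3 had between 80 and 160 counts per library, with 90.5 ± 9.77 normalized counts in control and 136.8 ± 18.4 in Tlx3cko DRGs. Its log2 fold change was 0.60 (standard error 0.19, adjusted p = 0.122 from the same edgeR test). The annotation places 11.1% of the exonic bases of Hrh3 under a gene on the other strand, whose reads cannot be separated if the counting did not use strand.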

MrgprA3 is the receptor for chloroquine, and MrgprA3^+^ neurons are specifically linked to itch (Liu et al., 2009; Han et al., 2013); β-alanine can activate MrgprD to evoke a scratching response in mice (Liu et al., 2012). Serotonin (5-HT) can evoke itch via its receptor, 5-HT1f (*Htr1f*). The heterodimeric receptor consisting of IL31ra and Osmr has been reported to mediate itch evoked by interleukin-31 (IL31), which is involved in atopic dermatitis (Dillon et al., 2004; Szegedi et al., 2012). Leukotriene D4 (LTD4) can induce a scratch response in mouse probably due to the activation of its receptor Cysltr2 (Usoskin et al., 2015). 

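Lpar3 on chromosome 3 had 1749 ± 417 normalized counts (SD, n = 3) in control and 466.1 ± 76.1 in Tlx3cko DRGs, and Lpar5 on chromosome 6 had 207.9 ± 97.5 and 29.8 ± 23.5. The log2 fold changes were -1.91 for Lpar3 (standard error 0.17, adjusted p = 2.28e-05) and -2.87 for Lpar5 (standard error 0.46, adjusted p = 0.00268), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The replicates of Lpar5 were spread widely, between 12 and 43 counts in the Tlx3cko libraries and between 99 and 378 in the controls, without overlap. With each library left out in turn, the log2 fold change of Lpar5 ranged from -3.644 to -2.475. The fall was largest without Tlx3cko replicate 2.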

The lysophosphatidic acid is closely related to cholestatic pruritus (Kremer et al., 2010), and the expression of its receptors *Lpar3* and *Lpar5* were down-regulated in *Tlx3cko* DRG. PAR-2 and PAR-4 are mainly expressed in the skin and participate in acute and chronic itch evoked by endogenous or exogenous proteases (Reddy et al., 2008, 2010; Soh et al., 2010). These receptors were also detected at low levels in wild-type DRGs, and their expression was markedly down-regulated in *Tlx3cko* mice. 

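F2rl1, which encodes PAR-2, had 30, 18 and 2 counts in control replicates 1, 2 and 3 and 0 in each Tlx3cko library, which allows up to 3 counts in each. Control replicate 3 was itself under this limit. It was the only control with Y-linked counts, which all Tlx3cko libraries also had. For F2rl1 an effect of genotype therefore cannot be told apart from the sex imbalance. Against the limit F2rl1 was at least 5.31-fold lower in Tlx3cko DRGs, a bound that moved to 3.00-fold without control replicate 1 and to 7.72-fold without control replicate 3, with an adjusted p of 0.0378 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. This call was lost in 5 of the 6 fits that each left out 1 library, with a highest adjusted p of 0.107. It was also lost with limma-voom in place of edgeR (adjusted p = 0.245). Over all alternatives the adjusted p ranged from 5.62e-06 to 0.245, and the low end came from the fit without a filter on low counts. F2rl3, which encodes PAR-4, had 35.1 ± 10.3 normalized counts (SD, n = 3) in control and 19.5 ± 3.61 in Tlx3cko DRGs. Its log2 fold change of -0.85 had a standard error of 0.37 and did not pass the threshold over all genes tested (adjusted p = 0.298 from the same edgeR test), while adjusted over the list alone it did (0.0449). Without adjustment the p of F2rl3 was 0.0374 from this edgeR test.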

Phospholipase C beta 3 (PLCb3) plays a key role in linking GPCRs to their intracellular signaling pathways and mediates itch induced by histamine or serotonin (Imamachi et al., 2009). In addition, the neurotransmitter Nppb is well known to be crucial in relaying itch signals, as *Nppb^−/−^* mice showed strikingly reduced itch responses induced by multiple pruritogens (Mishra and Hoon, 2013). The neuropeptide somatostatin (Sst) marks a subpopulation of itch-sensing neurons in DRG (Stantcheva et al., 2016). In contrast, the expression of *MrgprC11* was significantly increased in *Tlx3cko* mice. Nevertheless, the transcripts of some pruritic receptors, including those of the serotonin receptors *Htr2a*, *Htr3a* and *Htr7*, were not restricted to Nav1.8^+^ nociceptors and remained largely unchanged in mutant DRGs.

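MrgprC11, which the annotation lists as Mrgprx1 on chromosome 7 from 48020971 to 48027597, had 332, 124 and 248 counts in the control libraries and 514, 285 and 439 in the Tlx3cko libraries. The normalized counts were 226.6 ± 120 (SD, n = 3) and 433.6 ± 60.4, and the groups did not overlap. The log2 fold change of 0.95 (standard error 0.27) did not pass the threshold over all genes tested (adjusted p = 0.0798 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but did when adjusted over the list alone (0.00558). Without control replicate 1, whose count was the highest of the controls, the log2 fold change was 1.42 with an adjusted p of 0.00153 from the same edgeR test. Over all alternatives the adjusted p ranged from 1.05e-08 to 0.29. The low end came from the fit without a filter on low counts, where the log2 fold change was nearly the same (0.944). The log2 fold change was 0.656 without control replicate 2 (adjusted p = 0.198) and 0.857 without control replicate 3 (adjusted p = 0.238), both from the edgeR test. The size of the rise thus depended on which control was left out. No stretch of at least 100 bases with 98% identity to a transcript of another gene was found in Mrgprx1, although reads from related Mrgpr genes could still have been split by the authors' counting.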

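The serotonin receptor genes Htr2a, Htr3a and Htr7 had mean normalized counts of 91.7, 2640 and 284.5 in control and 92.0, 2854 and 337.1 in Tlx3cko DRGs (n = 3 each). Their log2 fold changes were 0.00, 0.11 and 0.25, with standard errors of 0.22, 0.07 and 0.15. None passed the threshold over all genes tested, with adjusted p of 0.998, 0.556 and 0.522 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The sign of the change of Htr2a was not fixed and depended on the normalization and on which library was left out.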

**Table 1:** The transcription profiles of itch-related genes in *Tlx3cko* and control dorsal root ganglions (DRGs) by RNAseq.

Gene	Pruritogens	Transcript reads			
		Control	Tlx3cko	Fold change	*P* value
*Hrh1*	Histamine	134	17	0.12	1.34E-20
*Lpar3*	Lysophosphatic acid	1730	473	0.27	0.003247
*Lpar5*		211	30	0.14	0.023825
*MrgprD*	β-alanine	2689	770	0.29	7.96E-05
*MrgprA3*	Chloroquine	273	17	0.06	3.95E-18
*Osmr*	IL31	700	341	0.49	0.002588
*IL31ra*		438	19	0.04	0.013328
*Cysltr2*	LTD4	182	17	0.09	0.004932
*Htr1f*	Serotonin	83	31	0.37	0.004838
*F2rl1(PAR2)*	Mucunain & Cathepsin S & Tryptase	18	0	0	0.032255
*F2rl3(PAR4)*		35	20	0.56	0.036852
*MrgprC11*	BAM8-22 & SLIGRL-NH_2_	229	440	1.92	0.035275
*PLCb3*	Enzyme	13159	8245	0.63	5.56E-06
*Nppb*	Neuropeptide	287	3	0.01	6.07E-59
*Sst*		370	7	0.02	0.001156
*Htr2a*		93	93	1	1
*Htr3a*	Serotonin	2671	2859	1.08	1
*Htr7*		288	342	1.19	0.854365

*The itch related gene symbols were listed in left column. The pruritogens indicate the chemicals activating the channels or receptors encoded by the listed genes, or its property like “enzyme, neuropeptide”. The transcript reads were represented as mean of three independent samples from control and *Tlx3cko* mice. 

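The means of these 18 genes were computed from the deposited counts under TMM normalization, and the control means came to between 0.962 and 1.01 times those listed in Table 1. With DESeq2's size factors in place of TMM, the control and Tlx3cko means that the table gives as 15 or more came to between 0.943 and 0.993 times the listed ones.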

The fold changes were calculated by mean_Tlx3cko_/mean_control_. The *P* values were obtained by an unpaired two tails student’s t-test with *p* < 0.05 considered significant*.

To further confirm our RNAseq results, we performed a series of* in situ* hybridization experiments to examine the expression of itch-related receptors and neurotransmitters. Consistent with the RNAseq data, in *Tlx3cko* mice, the expression of *MrgprA3*, *Nppb*, *IL31ra* and *Sst* was completely eliminated (Figures 1A,D), and the percentage of MrgprD^+^ neurons decreased by approximately 57%, while the percentage of MrgprC11^+^ neurons was indeed approximately tripled compared to control littermates (Figures 1B,D). GRP and its receptor GRPR are vital in the transmission of itch signals (Sun and Chen, 2007; Sun et al., 2009). 

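Grp had 0 counts in the 3 control libraries and 1, 0 and 0 counts in the Tlx3cko libraries, and was not tested. Grpr had 5, 10 and 5 counts in the control and 6, 0 and 10 counts in the Tlx3cko libraries, and a difference between the genotypes was not detectable at this depth (log2 fold change -0.24, standard error 0.91, adjusted p = 0.947 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).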

As that no obvious transcript read for *GRP* and *GRPR* was obtained in our DRG RNAseq, consistent with the previous reports that GRP and GRPR are mainly expressed in spinal cord not in DRG (Solorzano et al., 2015), we performed *in situ* hybridization experiments to detect their expression in spinal cords. The numbers of GRP^+^ and GRPR^+^ neurons were similar between *Tlx3cko* and control spinal cords (Figures 1C,E), suggesting that selective knockout of *Tlx3* in Nav1.8^+^ DRG neurons does not affect the development of GRP^+^ and GRPR^+^ neurons located in the superficial dorsal spinal cord. Thus, Tlx3 was required for the expression of multiple itch-related molecules in DRG.

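With each of the 6 libraries left out in turn, between 11 and 12 of the 18 genes of Table 1 stayed lower in Tlx3cko DRGs past the threshold (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From the fall of these transcripts and the in situ hybridization in Figure 1, the paper concludes that Tlx3 was required for the expression of multiple itch-related molecules in DRG.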

**Figure 1:**
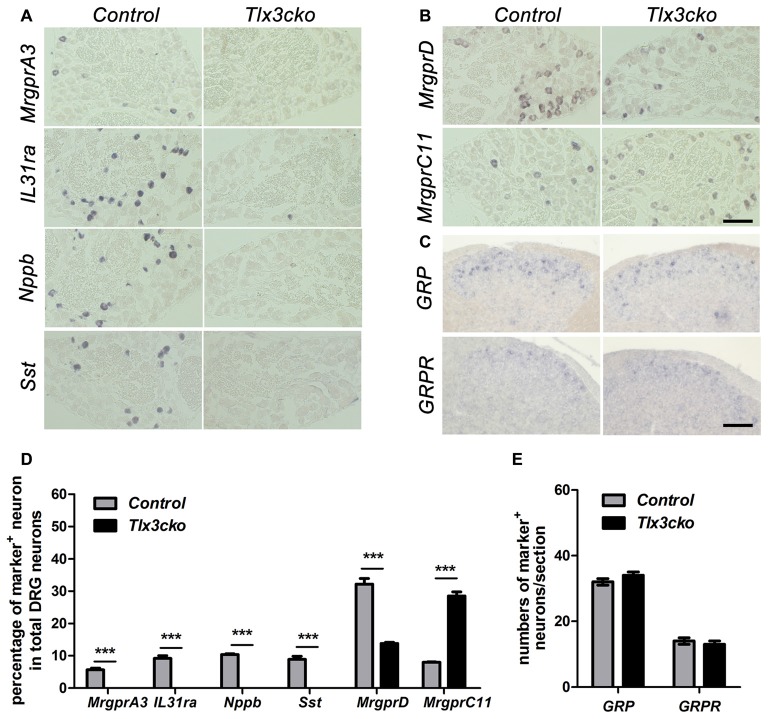
Expression of a subset of itch-related molecules in *Tlx3cko* dorsal root ganglions (DRGs) and spinal cords. *In situ* hybridizations with indicated probes were performed on transverse sections of lumbar DRGs **(A,B)** and spinal cords **(C)** from adult control and *Tlx3cko* mice, the statistical data were shown on **(D,E)**. Compared with that in control mice, expression of *MrgprA3*, *IL31ra*, *Nppb* and *Sst* were almost completely eliminated in *Tlx3cko* mice **(A)**. The percentage of MrgprD^+^ neurons in *Tlx3cko* mice was markedly reduced (control, 32.2% ± 1.7%, *n* = 3; *Tlx3cko*, 13.8% ± 0.4%, *n* = 3; *p* = 0.0004). The percentage of MrgprC11^+^ neurons was greatly increased in *Tlx3cko* mice (control, 8% ± 0.1%, *n* = 3; *Tlx3cko*, 28.5% ± 1.3%, *n* = 3; *p* < 0.0001) **(B)**. **(C)** The numbers of GRP^+^ and GRPR^+^ neurons in the spinal cords of *Tlx3cko* and control mice were comparable (GRP^+^ neruons : control, 32 ± 1/section; *Tlx3cko* 34 ± 1/section; *n* = 28–32 sections from 3 mice, *p* = 0.3753; GRPR^+^ neurons: control, 14 ± 1/section; *Tlx3cko* 13 ± 1/section; *n* = 22–23 sections from 3 mice, *p* = 0.8294). ***Indicates *p* < 0.001, Scale bar represents 100 μm.

### Attenuated Acute and Dry Skin-Induced Chronic Itch in *Tlx3cko* Mice

To explore whether the deficits of these Tlx3-dependent molecules affected itch-related behaviors, we examined the acute and chronic itch responses in *Tlx3cko* and control mice. We first monitored site-directed acute itch behavior after nape injection of multiple pruritogens in *Tlx3cko* mice and control littermates. Itch can be classified into histamine-dependent itch and histamine-independent itch. Compound 48/80 can induce histamine-dependent itch by activating the mast cells to release histamine (Sugimoto et al., 1998). The nape injection of Compound 48/80 induced a robust scratch response towards the treated area in control mice, while scratching bouts were reduced by approximately 67% in *Tlx3cko* mice (Figure 2A), suggesting that Tlx3 controlled histamine-dependent itch. The anti-malarial drug chloroquine, the serotonin derivative α-Me-5-HT and the peptide SLIGRL-NH_2_ have been reported to elicit histamine-independent itch through their receptors located in pruriceptors (Imamachi et al., 2009; Liu et al., 2009, 2011). In *Tlx3cko* mice, the site-directed scratch responses induced by these pruritogens were all significantly reduced but not completely lost (Figures 2B–D), indicating that Tlx3 also controlled histamine-independent itch. Despite the up-regulation of *MrgprC11* or the continued presence of some serotonin receptors, *Tlx3cko* mice still displayed obvious deficits in itch induced by SLIGRL-NH_2_ and α-Me-5-HT, probably due to the down-regulation of *Nppb* and *PLCb3* which act downstream of the activation of itch-related receptors. Consequently, deficits of multiple itch-related molecules impaired both histamine-dependent and histamine-independent acute itch.

**Figure 2:**
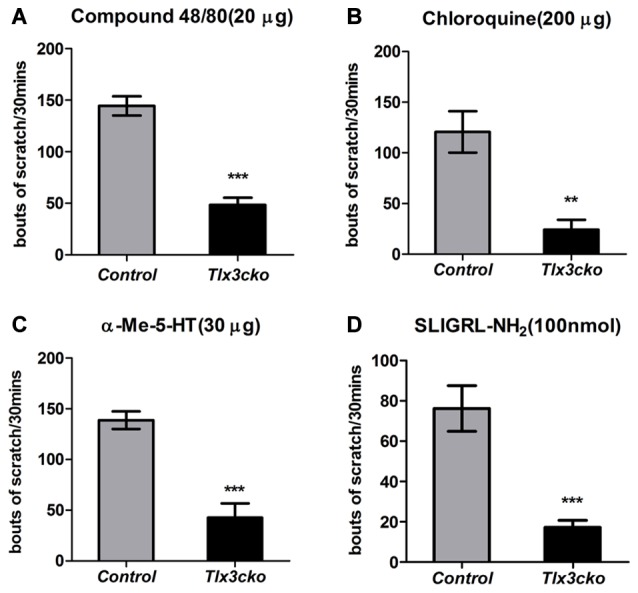
Attenuated acute itch in *Tlx3cko* mice. The acute itch responses evoked by distinct pruritogens were examined in both *Tlx3cko* and control mice **(A–D)**. **(A)** Decreased scratch bouts evoked by Compound48/80 (20 μg) in *Tlx3cko* mice (control, 145 ± 9, *n* = 6; *Tlx3cko*, 48 ± 7, *n* = 6; *p* < 0.0001). **(B)** Decreased scratch bouts evoked by Chloroquine (200 μg) in *Tlx3cko* mice (control, 120 ± 20, *n* = 10; *Tlx3cko*, 24 ± 9, *n* = 6; *p* = 0.0037). **(C)** Decreased scratch bouts evoked by α-Me-5-HT (30 μg) in *Tlx3cko* mice (control, 138 ± 6, *n* = 6; *Tlx3cko*, 42 ± 13, *n* = 6; *p* = 0.0002). **(D)** Decreased scratch bouts evoked by SLIGRL-NH_2_ (100 nmol) in *Tlx3cko* mice (control, 76 ± 11, *n* = 6; *Tlx3cko*, 17 ± 3, *n* = 7; *p* = 0.0003). **, ***Indicate *p* < 0.01, *p* < 0.001, respectively.

A variety of endogenous pruritogens, such as histamine, serotonin, IL31 and leukotrienes, have been reported to be directly involved in chronic itch, including atopic dermatitis and dry skin diseases (Szegedi et al., 2012; Morita et al., 2015). The receptors for these mediators were dramatically down-regulated in *Tlx3cko* mice, suggesting that Tlx3 might also regulate chronic itch. 

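The receptor genes for IL31 fell by different factors. Il31ra had 432.8 ± 204 normalized counts (SD, n = 3) in control and 19.0 ± 2.07 in Tlx3cko DRGs, a log2 fold change of -4.50 (standard error 0.33, adjusted p = 6.84e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while its partner Osmr kept 48.6% of its control level, with a log2 fold change of -1.05 (standard error 0.15, adjusted p = 0.00125 from the same edgeR test). The leukotriene receptor gene Cysltr2 had 180.1 ± 80.3 normalized counts in control and 16.4 ± 11.8 in Tlx3cko DRGs, and kept 9.08% of its control level. The serotonin receptor gene Htr1f fell from 81.9 ± 17.3 to 30.6 ± 8.62 normalized counts, with a log2 fold change of -1.42 and an adjusted p of 0.0131 from the edgeR test. Leaving out control replicate 3 or Tlx3cko replicate 2 took Htr1f past 0.05, to adjusted p of 0.0702 and 0.0564.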

To explore this hypothesis, we constructed two chronic itch models, dry skin and ACD, which are prevalent symptoms in patients with skin diseases and systemic disorders. In the dry skin model, control mice exhibited robust spontaneous scratching, whereas *Tlx3cko* mice scratched much less (Figure 3A), suggesting impairment of dry skin-induced chronic itch. Unlike in the dry skin model, the numbers of spontaneous scratch bouts were comparable between *Tlx3cko* and control mice in the ACD model (Figure 3B), demonstrating that down-regulation of Tlx3-dependent pruritic molecules was insufficient to disturb ACD-induced chronic itch. Thus, Tlx3 was required for chronic itch induced by dry skin but not by ACD.

**Figure 3:**
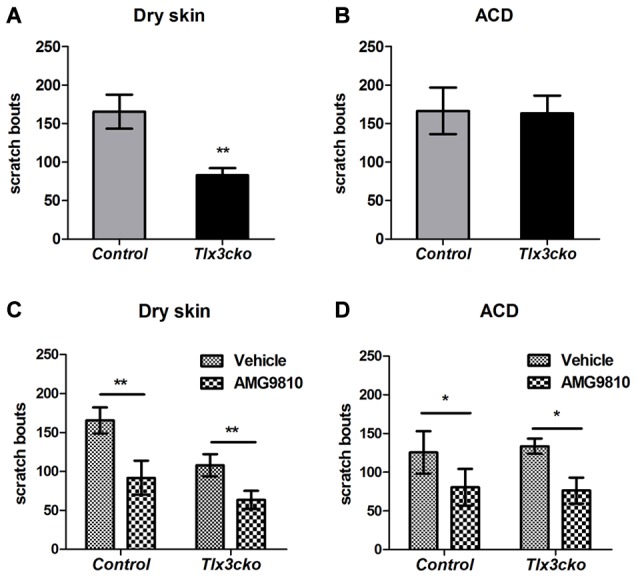
Impaired dry skin-induced chronic itch in *Tlx3cko* mice and the involvement of TRPV1 in chronic itch. The dry skin and allergic contact dermatitis (ACD) models were used to assess the responses to chronic itch. **(A)** Impaired chronic itch induced by dry skin in *Tlx3cko* mice (control, 165 ± 22, *n* = 14; *Tlx3cko*, 83 ± 9, *n* = 9; *p* = 0.0087). **(B)** Similar response to chronic itch induced by ACD in *Tlx3cko* and control mice (control, 166 ± 30, *n* = 7; *Tlx3cko*, 163 ± 23, *n* = 7; *p* = 0.9384). **(C)** TRPV1 antagonist AMG9810 significantly reduced the spontaneous scratching induced by dry skin in both *Tlx3cko* and control mice (control: vehicle 166 ± 17, *n* = 9 vs. AMG9810 92 ± 22, *n* = 9; *p* = 0.0028; *Tlx3cko*: vehicle 108 ± 12, *n* = 5 vs. AMG9810 63 ± 12, *n* = 5; *p* = 0.0031). **(D)** AMG9810 significantly alleviated chronic itch induced by ACD (control: vehicle 125 ± 27, *n* = 7 vs. AMG9810 80 ± 23, *n* = 7; *p* = 0.0305; *Tlx3cko*: vehicle 133 ± 10, *n* = 7 vs. AMG9810 76 ± 17, *n* = 7; *p* = 0.0271). *,** Indicates *p* < 0.05, *p* < 0.01, respectively.

Given the dramatically decreased expression of itch-related molecules, the presence of normal ACD-induced itch and partly decreased dry-skin-induced itch in *Tlx3cko* mice suggested that *Tlx3cko* mice still retained alternative molecules to transmit chronic itch input. In addition to its association with histamine-dependent acute itch, increased TRPV1 expression in the skin and DRG has been reported in multiple chronic itch diseases, such as dry skin, atopic dermatitis and prurigo nodularis (Miyamoto et al., 2005; Alenmyr et al., 2009; Yun et al., 2011). To assess whether chronic itch was dependent on the TRPV1 signal pathway, we treated *Tlx3cko* and control mice with the TRPV1 antagonist AMG9810. In mice of either genotype with dry skin or ACD, AMG9810 markedly reduced spontaneous scratch bouts (Figures 3C,D), suggesting that TRPV1 was indeed involved in the development of chronic itch, at least in dry skin and ACD.

### Impaired Response to Cold, Inflammatory Pain and Elevated Response to Capsaicin in *Tlx3cko* Mice

To exclude the possibility that the significantly reduced scratch responses evoked by distinct pruritogens in *Tlx3cko* mice were resulted from the impaired sensormotor coordination, rotarod test was performed on *Tlx3cko* and control mice. The fallen time was not significantly different between *Tlx3cko* and control littermates, suggesting that the sensormotor coordination of *Tlx3cko* mice was normal (Figure 4A).

**Figure 4:**
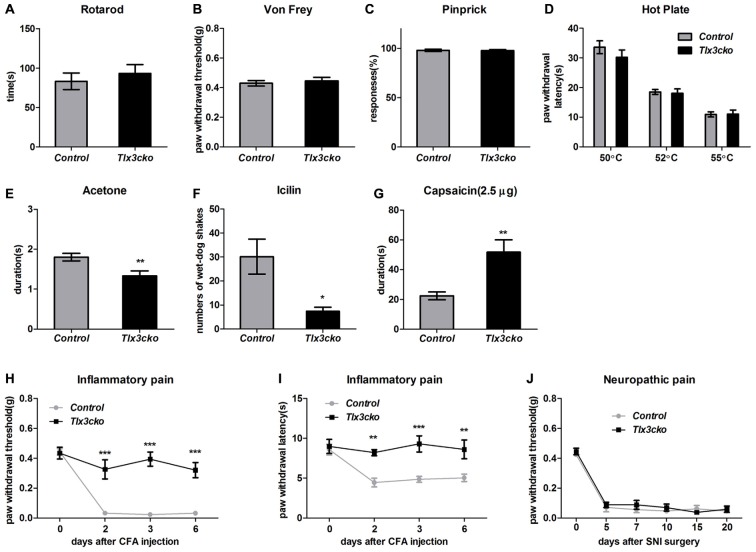
Impaired response to cold, Inflammatory pain and elevated response to capsaicin in *Tlx3cko* mice. **(A)** Rotarod test. *Tlx3cko* mice showed normal sensormotor coordination (fallen time: control, 83.3 ± 10.5 s, *n* = 7; *Tlx3cko*, 93.3 ± 11.2 s, *n* = 7, *p* = 0.5279). Normal mechanical sensitivity in *Tlx3cko* mice tested by Von-Frey filaments (control, 0.42 ± 0.2 g, *n* = 11; *Tlx3cko*, 0.45 ± 0.2 g, *n* = 14; *p* = 0.6073) **(B)** and pinprick (control, 98% ± 1.2%, *n* = 5; *Tlx3cko*, 98% ± 1.0%, *n* = 7; *p* = 0.9298) **(C)**. **(D)** Hotplate assay. *Tlx3cko* mice showed similar thermal thresholds with control mice. For 50°C, control, 33.6 ± 2.1 s, *n* = 8; *Tlx3cko*, 30.2 ± 2.4 s, *n* = 9; *p* = 0.3233. For 52°C, control, 18.5 ± 0.8 s, *n* = 8; *Tlx3cko*, 18.1 ± 1.5 s, *n* = 9; *p* = 0.8244. For 55°C, control, 10.9 ± 0.9 s, *n* = 8; *Tlx3cko*, 11.1 ± 1.3 s, *n* = 9; *p* = 0.9269. Cold pain was impaired in *Tlx3cko* mice examined by acetone evaporation assay (control, 1.8 ± 0.1 s, *n* = 17; *Tlx3cko*, 1.3 ± 0.1 s, *n* = 14; *p* = 0.0048) **(E)** and Icilin injection (control, 30 ± 7, *n* = 6; *Tlx3cko*, 7 ± 2, *n* = 5; *p* = 0.0217) **(F)**. **(G)** Enhanced response to capsaicin in *Tlx3cko* mice (control, 22.3 ± 2.6 s, *n* = 9; *Tlx3cko*, 51.7 ± 8.3 s, *n* = 10; *p* = 0.0052). **(H,I)** Impaired response to inflammatory pain in *Tlx3cko* mice, **(H)** mechanical threshold and **(I)** thermal thresholds (repeated measures two-way ANOVA followed by Bonferroni post test, *p* < 0.01). **(J)** Normal response to neuropathic pain in *Tlx3cko* mice (repeated measures two-way ANOVA followed by Bonferroni post test, *p* > 0.05). *, **, ***indicate *p* < 0.05, *p* < 0.01, *p* < 0.001, respectively.

Tlx3 was previously reported to regulate the generation of a cohort of nociceptive channels and receptors, it led us to explore whether the pain behaviors were also affected like itch behaviors in *Tlx3cko* mice. Here we carried out a series of behavior tests to assess the responses to acute mechanical, thermal, cold and chemical stimuli as well as chronic inflammatory pain and neuropathic pain in *Tlx3cko* mice.

Von-Frey test and pinprick were used to measure the sensitivity to mechanical stimuli. In Von-Frey tests, *Tlx3cko* mice showed similar mechanical threshold as the control littermates (Figure 4B). Compared with the light mechanical stimuli of the Von-Frey filaments, the mechanical stimuli in pinprick test were intense. We observed largely unchanged response to pinprick (Figure 4C), suggesting that the mechanical threshold was not affected in *Tlx3cko* mice.

We placed the mice on a hotplate to assess the response to noxious heat. The tests were performed at three temperatures (50°C, 52°C and 55°C). The latency of the hindpaw flicking, licking or jumping was no change between *Tlx3cko* and control mice at any test temperature (Figure 4D), suggesting that the response to noxious heat was also unaffected in *Tlx3cko* mice. Next, we used the acetone evaporation and icilin model to assess the response to cold. In acetone evaporation test, *Tlx3cko* mice spent significantly less time licking or raising hindpaw compared to control littermates (Figure 4E). Icilin, a compound activating TRPM8 and TRPA1, is able to induce a cooling sensation and wet-dog shake. Just like that in the acetone evaporation test, *Tlx3cko* mice presented much less wet-dog shakes than control littermates (Figure 4F). These data suggested that the response to cold was impaired in *Tlx3cko* mice.

To assess the response to chemical pain, we injected capsaicin into the plantar of hindpaw. Intraplantar injection of capsaicin elicited markedly enhanced nociceptive responses in *Tlx3cko* mice, indicated by that the mutant mice spent significantly more time raising, flicking or licking the hindpaw than the control littermates (Figure 4G).

Both inflammatory pain and neuropathic pain can cause the characteristic phenomena, mechanical allodynia and thermal hyperalgesia. The CFA model and the SNI model were taken to assess the sensitivity to inflammatory pain and neuropathic pain, respectively. The hindpaws of *Tlx3cko* and control mice seriously swelled after the intraplantar injection of CFA, indicating that the inflammation occurred normally. In control mice, substantially decreased mechanical and thermal thresholds were detected after the CFA injection, indicating the existence of pain hypersensitivity. In contrast, the mechanical and thermal thresholds remained almost unchanged in *Tlx3cko* mice (Figures 4H,I), demonstrating the deficit of inflammatory pain. After the SNI surgery, the substantially decreased mechanical thresholds were detected in both groups, indicating a normal response to neuropathic pain in *Tlx3cko* mice (Figure 4J). Collectively, Tlx3 also played a pivotal role in regulating the responses to cold, inflammatory pain and capsaicin.

### Derepression of TRPV1 in *Tlx3cko* Mice

The elevated pain responses evoked by capsaicin in *Tlx3cko* mice led us to examine whether the expression of TRPV1 was elevated. In DRG, TRPV1^+^ neurons can be divided into TRPV1^high^ and TRPV1^low^ neurons according to the relatively high or low expression level of TRPV1, and most of these neurons express TRPV1 at a relatively low level in wild-type mice. We previously reported that TRPV1^high^ neurons were almost completely eliminated but TRPV1^low^ neurons were unaffected in Tlx3 complete null mice at P0. In contrast, both of TRPV1^high^ and TRPV1^low^ neurons were still observed in *Tlx3cko* mice (*Tlx3* was removed around E17) at adult stages (Lopes et al., 2012), whereas the number of TRPV1^+^ neurons was not carefully quantified in our previous study. Our RNAseq data indicated that the expression level of *TRPV1* was greatly increased in *Tlx3cko* mice (mean transcript reads: control, 2263.5; *Tlx3cko*, 3572.8, *n* = 3, *p* = 1.81E-15). 

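Trpv1 (ENSMUSG00000005952) lies on the plus strand of chromosome 11 from 73234292 to 73261242. It had 2217, 1893 and 3046 counts in the control libraries and 5784, 3772 and 5069 in the Tlx3cko libraries. The normalized counts were 2237 ± 303 (SD, n = 3) in control and 5168 ± 346 (SD, n = 3) in Tlx3cko DRGs, a ratio of 2.31. The log2 fold change was 1.21 (standard error 0.10, adjusted p = 1.37e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with each library left out in turn it stayed between 1.10 and 1.27. Every Tlx3cko value was above every control value (exact two-sided permutation test, p = 0.1, the smallest that 3 mice against 3 allow).

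**Figure D2:**
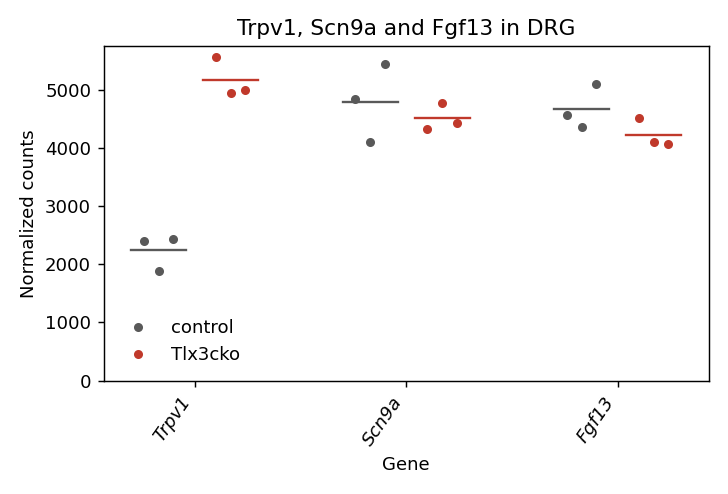
Normalized counts of Trpv1, Scn9a and Fgf13 in each library; points are the 3 control and 3 Tlx3cko mice and bars are group means. The means of Trpv1 are 2237 in control and 5168 in Tlx3cko DRGs, while the Scn9a and Fgf13 values of the genotypes overlap.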

Consistent with our RNAseq data, we detected increased TRPV1^+^ neurons in *Tlx3cko* DRGs with *in situ* hybridization (Figure 5A). The number of TrpV1^high^ neurons was comparable between *Tlx3cko* and control mice, while the number of TRPV1^low^ neurons in mutant DRGs was approximately twice that in control DRGs. Then, we detected TRPV1 expression by IF using two kinds of antibodies at protein level and obtained consistent results. The percentage of TRPV1^+^ neurons was dramatically increased in *Tlx3cko* DRGs (control, 21.3% ± 1.2% vs.* Tlx3cko*, 46% ± 1.5%, *p* = 0.0002; Figures 5B–D). Surprisingly, the percentage of TRPV1^high^ neurons among all TRPV1^+^ cells was up-regulated from about 20% in control DRGs to 86% in *Tlx3cko* DRGs, indicating that the loss of Tlx3 function significantly increased not only the number of TRPV1^+^ neurons but also the expression level of TRPV1 at protein level.

**Figure 5:**
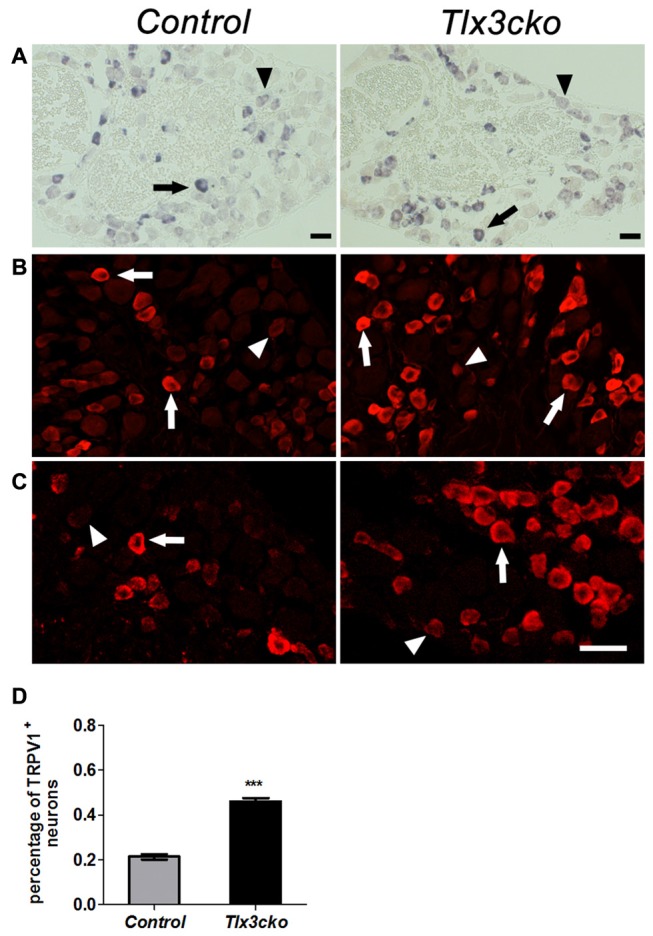
Increased expression of TRPV1 in *Tlx3cko* DRG. Immunostaining of TRPV1 protein and *in situ* hybridization of *TRPV1* mRNA on transverse sections of lumbar DRGs from adult control and *Tlx3cko* mice. Note that the percentage of TRPV1^+^ neurons was greatly increased in *Tlx3cko* mice. Arrow and arrowhead indicate the TRPV1^high^ and TRPV1^low^ neurons respectively **(A–C)**. **(A)** *In situ* hybridization signal of *TrpV1* mRNA. **(B)** Immunostaining of TRPV1 protein with antibody from Millipore Company. **(C)** Immunostaining of TRPV1 protein with antibody from Santa Cruz Company. **(D)** The statistical histograms of the percentage of TRPV1^+^ neurons in total DRG neurons in *Tlx3cko* and control mice (control, 21.3% ± 1.2%, *n* = 3; *Tlx3cko*, 46% ± 1.5%, *n* = 3; *p* = 0.0002). Scale bar represents 50 μm. ***Indicates *p* < 0.001.

These results suggested that Tlx3 might inhibit the expression of TRPV1 from perinatal stage. To explore this possibility, we examined whether TRPV1 and Tlx3 were expressed in distinct neurons in wild-type DRGs. As we described previously, Tlx3 was expressed broadly in DRGs, while only about 27% of Tlx3^+^ neurons expressing TRPV1 (Figure 6A). We carefully checked the Tlx3 expression in TRPV1^+^ neurons. In wild-type DRG, approximately 20% of TRPV1^+^ neurons were TRPV1^high^ neurons, 80% of TRPV1^+^ neurons were TRPV1^low^ neurons. In TRPV1^high^ neurons, the percentages of neurons with a relatively high level of Tlx3, a relatively low level of Tlx3 or without Tlx3 were 19.6%, 65.3% and 15.1%, respectively. In TRPV1^low^ neurons, the percentages were 29.6%, 46.2% and 24.2% respectively. Collectively, most of TRPV1^+^ neurons did not express Tlx3 or expressed Tlx3 at a low level (Figure 6H). Our IF data was consistent with the recently published microarray data that the transcript level of *Tlx3* was relatively high in IB4^+^SNS-cre/Tdtomato^+^ neurons, while the transcript level of *TRPV1* was relatively high in IB4^−^SNS-cre/Tdtomato^+^ cells and low in IB4^+^SNS-cre/Tdtomato^+^ neurons (Chiu et al., 2014). This mutually exclusive expression pattern of TRPV1 and Tlx3 further supported the idea that loss of Tlx3 function from the perinatal stage led to the derepression of TRPV1 in the DRG.

**Figure 6:**
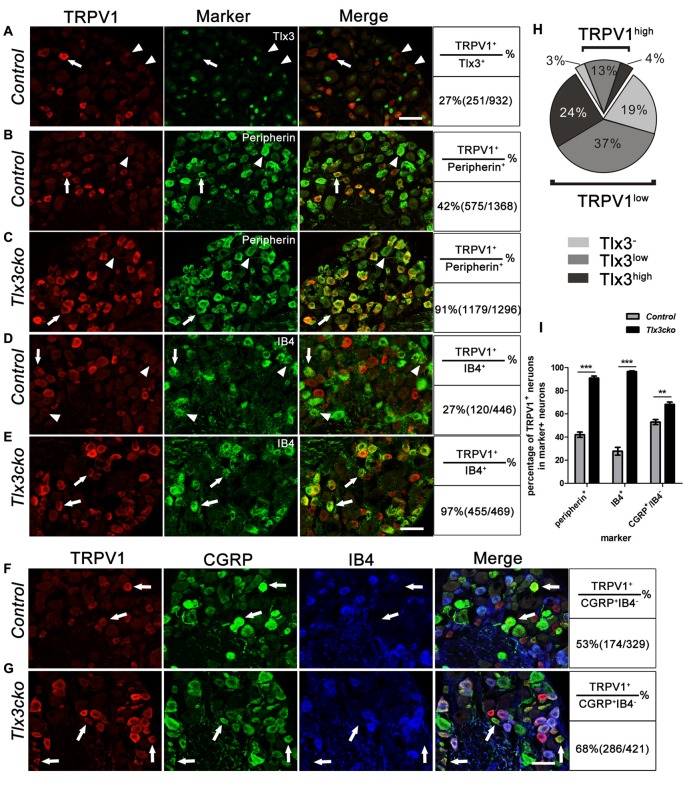
Expression pattern of TRPV1 in control and *Tlx3cko* DRG. Double immunostaining of TRPV1 and indicated markers on transverse sections of adult lumbar DRGs from control and *Tlx3cko* mice. Quantitative data were listed on the right column. **(A)** Double staining of TRPV1 and Tlx3 on transverse sections of adult lumbar wild-type DRGs. Arrow and arrowhead indicate the TRPV1^+^ neuron with a low level of Tlx3 or without Tlx3 expression. **(B,C)** Double immunostaining of TRPV1 and Peripherin. Percentage of the peripherin^+^ neurons expressing TRPV1 was significantly increased in *Tlx3cko* DRGs (control, 42% ± 2.3%, *n* = 3; *Tlx3cko*, 91% ± 1.7%, *n* = 3; *p* < 0.0001). Arrow and arrowhead indicate the Peripherin^+^ neurons with or without TRPV1 expression respectively. **(D,E)** Double immunostaining of TRPV1 and IB4. TRPV1 was expanded robustly in IB4^+^ neurons in *Tlx3cko* mice indicated by that nearly all IB4^+^ neurons expressing TRPV1, whereas TRPV1^+^/IB4^+^ neurons were occasionally observed in control mice (control, 27.7% ± 3.3%, *n* = 4; *Tlx3cko*, 96.6% ± 0.6%, *n* = 3; *p* < 0.0001). Arrow and arrowhead indicate the IB4^+^ neurons with or without TRPV1 expression respectively. **(F,G)** Triple immunostaining of TRPV1, CGRP and IB4 on transverse sections of adult lumbar DRGs. The percentage of CGRP^+^IB4^−^ neurons expressing TRPV1 was increased in *Tlx3cko* DRGs (control, 53% ± 2.1%, *n* = 3; *Tlx3cko*, 68.3% ± 2.0%, *n* = 3; *p* = 0.0062). Arrow indicates the CGRP^+^IB4^−^ neurons expressing TRPV1. **(H)** The statistic diagram of expression pattern of Tlx3 in TRPV1^+^ neuron in wild-type DRGs. **(I)** The statistical histograms of percentages of TRPV1^+^ neurons in peripherin^+^, IB4^+^ and CGRP^+^IB4^−^ neurons in *Tlx3cko* and control mice. Scale bar represents 50 μm. **, ***Indicate *p* < 0.01, *p* < 0.001, respectively.

### Expression Pattern of TRPV1 in *Tlx3cko* Mice

To more deeply investigate how loss of Tlx3 function affects the expression pattern of TRPV1, we performed a series of co-labeling experiments with TRPV1 and other markers. Nociceptors comprise two major classes: the medium-diameter myelinated Aδ fibers and the small-diameter unmyelinated C fibers. In control DRGs, TRPV1 was limited to 42% of peripherin^+^ unmyelinated nociceptors (Figures 6B,I). In *Tlx3cko* DRGs, TRPV1 was still expressed predominantly in peripherin^+^ neurons, but the co-expression ratio increased to 91% (Figures 6C,I).

At late embryonic stages, TrkA^+^ precursors gradually segregate into IB4^+^ NP and CGRP^+^ peptidergic neurons. Our previous study indicated that loss of Tlx3 expression impaired the differentiation of IB4^+^ NP nociceptors, with a corresponding expansion of peptidergic neurons. Although the expression level of Ret in IB4^+^ neurons was markedly down-regulated in *Tlx3cko* DRGs, the numbers of IB4^+^ neurons were largely unchanged between *Tlx3cko* and control mice (Lopes et al., 2012). In control DRGs, approximately 27% of IB4^+^ neurons expressed TRPV1 (Figures 6D,I), which is consistent with a recent microarray data that *TRPV1* transcripts were enriched in IB4^−^SNS-cre/Tdtomato^+^ neurons (Chiu et al., 2014), while in *Tlx3cko* DRGs, almost all IB4^+^ neurons expressed TRPV1 (Figures 6E,I), indicating a massive expansion of TRPV1 in NP neurons. As CGRP was expanded into the IB4^+^ NP neurons in *Tlx3cko* mice, we performed triple labeling for TRPV1, IB4 and CGRP to check the expansion of TRPV1 in CGRP^+^IB4^−^ peptidergic neurons. The percentage of CGRP^+^IB4^−^ neurons expressing TRPV1 increased from approximately 53% in control littermates to approximately 68% in *Tlx3cko* mice (Figures 6F,G,I). Taken together, these results showed that loss of Tlx3 function dramatically promoted the expression of TRPV1 in IB4^+^ NP and CGRP^+^ peptidergic neurons.

The expansion of TRPV1 was further observed in the dorsal spinal cord. In the wild-type mice, CGRP^+^ peptidergic sensory afferent fibers predominantly projected to lamina I and outer lamina II (IIo) of the dorsal spinal cord, whereas IB4^+^ NP fibers mainly innervated inner lamina II (IIi) (Snider and McMahon, 1998; Chen et al., 2006). As we reported previously, the projection pattern of IB4^+^ fibers was no obvious change in *Tlx3cko* spinal cords. Here, our study showed that in control spinal cord, TRPV1^+^ fibers projected to lamina I and IIo with little colocalization with IB4^+^ fibers (Figure 7A), but in *Tlx3cko* spinal cord, the additional TRPV1^+^ fibers expanded into lamina IIi with significant colocalization with IB4^+^ fibers (Figure 7B). To identify the ventral border of TRPV1^+^ afferents in dorsal spinal cord, we co-stained the spinal cord for TRPV1 and vesicular glutamate transporter type 1 (VGLUT1). VGLUT1 was enriched in mechanoreceptors that projected mainly to lamina III-V. Little colocalization between TRPV1 and VGLUT1 was observed in *Tlx3cko* mice (Figures 7C,D), indicating that increased TRPV1^+^ primary afferents were still located in the projection area for nociceptors.

**Figure 7:**
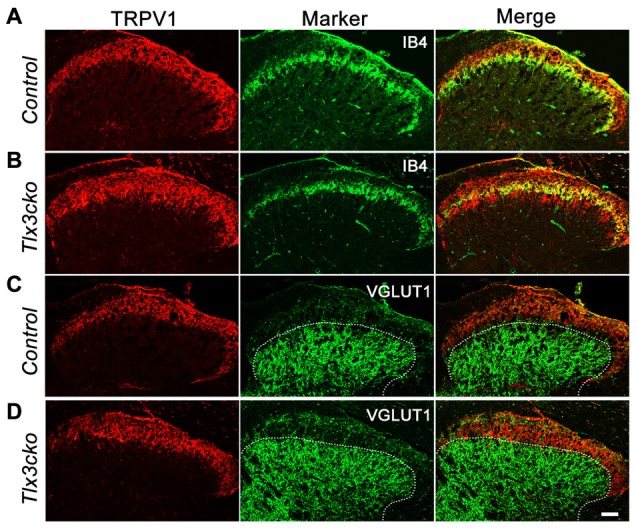
Expanded projection of TRPV1^+^ sensory fibers in spinal cord of *Tlx3cko* mice. Double immunostaining of TRPV1 and indicated markers on transverse sections of adult spinal cord. **(A,B)** Expanded projection of TRPV1^+^ sensory fibers in the spinal cord of *Tlx3cko* mice. TRPV1^+^ fibers projected to lamina I and IIo in control mice with little colocalization with IB4 **(A)**, whereas TRPV1^+^ fibers expanded to lamina IIi in *Tlx3cko* mice indicated by the colocalization of TRPV1 with IB4 **(B)**. **(C,D)** TRPV1^+^ sensory fibers were limited to lamina I and II in *Tlx3cko* mice. Though expanded, TRPV1^+^ sensory fibers were not projected to lamina III indicated by overlap of the border of TRPV1^+^ and VGLUT1^+^ fibers projection areas in *Tlx3cko* spinal cord **(D)**. The dashed line represents the dorsal border of VGLUT1^+^ neurons projection areas in spinal cords. Scale bar represents 50 μm.

### Capsaicin Rather than Heat Activated More Spinal Neurons in *Tlx3cko* Mice

To explore whether increased TRPV1 expression would affect the primary signal input, we examined spinal neuron activation induced by capsaicin or noxious heat. The immediate early gene *c-fos* was used to identify the capsaicin- or heat-responsive neurons in the dorsal horn of the spinal cord. Consistent with the hotplate results, a 55°C water bath did not induce more c-fos expression in spinal neurons of *Tlx3cko* mice than in those of control mice (Figures 8A,B,E). However, intraplantar injection of capsaicin induced almost twice c-fos^+^ expression in *Tlx3cko* mice as in control mice (Figures 8C,D,F). Altogether, our study demonstrates that increased TRPV1 expression mainly contributed to an intense response to capsaicin in *Tlx3cko* mice, with little effect on the response to noxious heat, but we cannot rule out the possibility that loss of Tlx3 function affected the expression of other factors in the DRG for transmitting heat signals.

**Figure 8:**
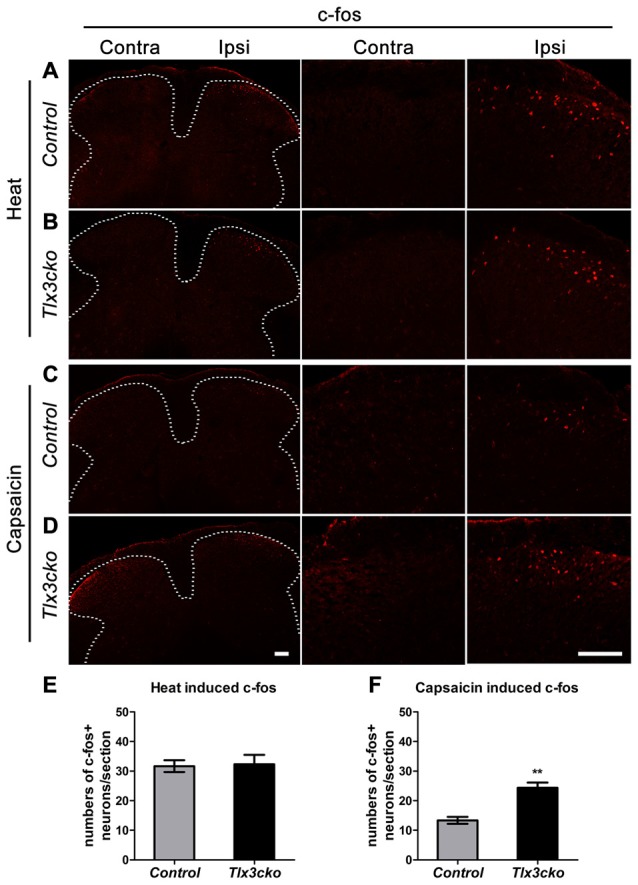
The expression of c-fos induced by capsaicin or noxious heat in spinal cords of control and *Tlx3cko* mice. Immunostaining of c-fos on transverse sections of the dorsal spinal cords after capsaicin injection or noxious heat stimulation, the images with higher magnification were shown on the middle and right column, the dashed line represents the border of gray matters **(A–D)**, the statistical data were shown on **(E,F)**. **(A,B)** Noxious heat stimulation induced comparable c-fos expression in control and *Tlx3cko* dorsal spinal cords (c-fos^+^ neuron: Ipsi control, 31 ± 2/section; *Tlx3cko*, 32 ± 3/section, *n* = 3 mice; *p* = 0.8668, 17–21 sections from each mouse were counted). **(C,D)** Capsaicin induced more c-fos expression in *Tlx3cko* spinal cords (c-fos^+^ neuron: Ipsi control, 13 ± 1/section; *Tlx3cko*, 24 ± 2/section, *n* = 3 mice; *p* = 0.0067, 15–18 sections from each mouse were counted). Note that no apparent c-fos expression was observed on contralateral spinal cords in both genotype mice after capsaicin or noxious heat stimulation. Scale bar represents 50 μm. **Indicates *p* < 0.01.

## Discussion

### Tlx3 Function in the DRG Is Required for Acute and Chronic Itch

Despite outstanding progresses in the characterization of the neurons and circuits for itch (Sun and Chen, 2007; Sun et al., 2009; Han et al., 2013; Bourane et al., 2015; Stantcheva et al., 2016), it remains largely unknown how the differentiation of pruriceptors and the formation of pruritic circuits are regulated at the molecular level. Xu et al. (2013) found that Tlx3 function in spinal dI5 and dIL_B_ neurons was required for the development of a subpopulation of excitatory neurons located in lamina I and II, including Sst^+^, GRP^+^ and GRPR^+^ neurons. *Tlx3^F/F^;Lbx1-Cre* mice exhibited significant deficits in multiple acute pain- and itch-related behaviors. Here, our study indicated that the function of Tlx3 in the DRG was also crucial for the differentiation of pruriceptors and itch sensation for the following reasons: (1) Tlx3 was required for the expression of a majority of itch-related receptors and neurotransmitters in the DRG; (2) acute itch induced by multiple pruritogens was greatly attenuated in *Tlx3cko* mice; and (3) chronic itch induced by dry skin was impaired in *Tlx3cko* mice.

Based on recent single-cell RNA sequencing and function studies, somatosensory neurons can be divided into distinct clusters (Chiu et al., 2014; Goswami et al., 2014; Li et al., 2016). One study classified the primary somatosensory neurons in the DRG into 11 groups (Usoskin et al., 2015). Among them, most receptors for exogenous and endogenous pruritogens are expressed in NP clusters, including NP1, NP2 and NP3. Lysophosphatidic acid receptors and MrgprD are selectively expressed in NP1 subgroups. Histamine receptors and MrgprA3 are detected in the NP2 population. NP3 clusters express various pruritic receptors and neuropeptides, including IL-31ra, Sst and Nppb. Many of these molecules are directly involved in chronic itch, including atopic dermatitis and dry skin disease. Recent studies indicated that MrgprA3^+^ and Sst^+^ neurons are a subpopulation of DRG neurons specifically responding to multiple pruritogens. 

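Marker genes of DRG neuron classes were listed before the counts were examined, with between 5 and 12 genes per list, and each list was tested with limma's camera (preset inter-gene correlation of 0.01). All 7 genes of the list for the MrgprD class NP1 were lower in Tlx3cko DRGs, with a median log2 fold change of -1.81 (adjusted p = 6.55e-17 from camera). The median was -2.46 for the 8 genes of NP3, the class with Nppb and Sst (adjusted p = 7.7e-12 from camera; the median is the same with Nppb at its lower bound), and -1.39 for the 7 genes of the TH+ C-LTMR list (adjusted p = 1.8e-11 from camera). Th itself fell from 1530 ± 505 to 203.1 ± 12.5 normalized counts (SD, n = 3 each). In the NP2 list of MrgprA3 neurons, 3 of 5 genes were lower, with a median of -3.01 (adjusted p = 0.0154 from camera). Lists overlap with Table 1 in 3 genes for NP1, 3 for NP2 and 6 for NP3, whose changes the paper reports from these same libraries. Without them the NP3 median was -0.475 over the 2 genes left, Nts and Jak1 (adjusted p = 0.0177 from camera), so its size rests mostly on the genes of Table 1. The NP1 median was then -1.35 over 4 genes, and NP2 no longer passed (adjusted p = 0.224; the range over its alternatives was 0.00216 to 0.224). The peptidergic and myelinated lists had medians above 0, at 0.41 and 0.27. The peptidergic list was mixed, with 3 of its 7 genes lower and a median of -0.006 without Tlx3cko replicate 1. The calls of the full lists held under fry, but none of the 7 lists passed 0.05 when camera estimated the correlation from the data.

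**Figure D3:**
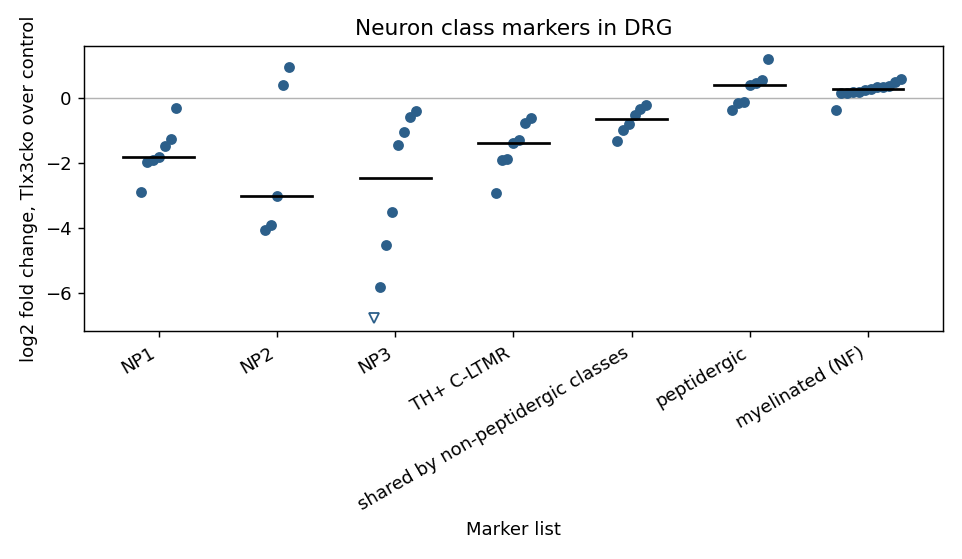
Log2 fold change (Tlx3cko over control) of each marker gene, grouped by list; points are genes, bars are list medians, and the open triangle is Nppb, whose Tlx3cko libraries held at most 3 counts each so that its fitted value depends on the prior count. The NP1, NP2, NP3 and TH+ C-LTMR medians lie between -3.01 and -1.39, and the peptidergic and myelinated medians above 0.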

Our RNAseq data revealed that loss of Tlx3 expression in Nav1.8^+^ neurons mainly inhibited the differentiation of NP1-3 and TH^+^ C-LTMRs (data not shown). In particular, most itch-related molecules specifically expressed in MrgprA3^+^ and Sst^+^ neurons were almost completely lost in *Tlx3cko* mice. 

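Relative to control DRGs, Tlx3cko DRGs kept 6.04% of the Mrgpra3 transcripts, 12.3% of Hrh1, 1.84% of Sst and 4.38% of Il31ra (means of normalized counts, n = 3 each), and the highest Tlx3cko value of each gene was below the lowest control value. Of the 5 genes listed for the MrgprA3 neurons, Mrgprx1 did not fall. Mrgpra1 had between 6 and 10 counts per library (log2 fold change 0.41, standard error 0.615), too few to judge whether it fell.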

Taken together, our data further revealed that Tlx3 played key roles in regulating the development of itch-related neurons in both the DRG and the spinal cord and in the formation of primary itch circuits from the periphery to the spinal cord.

### TRPV1 Pathways Are Pivotal for Chronic Itch

*Tlx3cko* mice displayed deficient dry skin-induced itch but normal ACD-induced itch. Although *Tlx3cko* mice showed significant decreases in the expression of several molecules related to chronic itch, including *Hrh1*, *IL31ra* and *MrgprA3*, obvious spontaneous scratching was still observed in *Tlx3cko* mice with dry skin or ACD, suggesting that the chronic itch was evoked by complicated factors and that the mutants retained alternative pathways for relaying chronic itch signals. Our results showed that TRPV1 was involved in these alternative pathways. A recently established model suggests that histamine evokes scratching behavior through histamine receptor-mediated activation of TRPV1 via PLCb3 by an unknown mechanism (Han et al., 2006; Imamachi et al., 2009). In *Tlx3cko* mice, although histamine-dependent acute itch was markedly attenuated, a TRPV1 antagonist still alleviated the chronic itch evoked by dry skin or ACD, suggesting that TRPV1 was required for mediating chronic itch induced by other endogenous pruritogens with distinct mechanisms. Furthermore, this model explains why hot baths and pungent food often lead to serious itch in patients with chronic itch diseases. The complicated factors and pathways involved in distinct chronic diseases reminded us that the efficacy of an anti-pruritus drug for a single target is usually limited to the management of severe chronic itch, so we speculate that it will be more effective to relieve chronic itch by systemically disturbing multiple specific targets, particularly TRPV1.

### Tlx3 Regulates Cold Pain, Inflammatory Pain and Capsaicin-Induced Pain

*Tlx3cko* mice displayed impaired cold and inflammatory pain and enhanced capsaicin-induced pain, whereas the responses to acute mechanical, noxious heat stimuli and neuropathic pain remained intact. We previously reported that Tlx3 was required for a cohort of nociceptive channels and receptors, including TRPA1, TRPM8, MrgprD, MrgprB4, and Nav1.9. As TRPM8 and TRPA1 were proved to be involved in the responses to cold and icilin (Bandell et al., 2004; Bautista et al., 2007; Colburn et al., 2007; Dhaka et al., 2007), the impaired response to cold induced by acetone evaporation and icilin in *Tlx3cko* mice was probably due to the decreased expression of TRPM8 and TRPA1.

A variety of cytokines released from immune cells and non-immune skin cells have been reported to play key roles in regulating inflammation, pain hypersensitivity and severe itch through activation their receptors, including IL31ra, Osmr, Htr1f, Cysltr2, P2rx2 and P2rx3, which were all dramatically down-regulated in *Tlx3cko* DRGs. 

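The ATP receptor gene P2rx3 on chromosome 2 had 3727 ± 605 normalized counts (SD, n = 3) in control and 1879 ± 229 in Tlx3cko DRGs, a log2 fold change of -0.99 (standard error 0.12, adjusted p = 0.000259 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). P2rx2 on chromosome 5 was much less abundant, with 80, 74 and 50 counts in the control libraries and 1, 0 and 8 in the Tlx3cko libraries. Its log2 fold change was -4.34 (standard error 0.64, adjusted p = 0.00137 from the same edgeR test), and it stayed between -6.61 and -3.87 with each library left out in turn.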

Alternatively, it was possible that dramatic up-regulation of MrgprC11 in *Tlx3cko* mice repressed pain hypersensitivity induced by CFA-injection. Genetic deletion of Mrgpr cluster, especially MrgprC11, induced prolonged inflammatory mechanical allodynia and heat hyperalgesia compared to the wild type mice, whereas neuropathic pain remained normal (Liu et al., 2009). Injection of MrgprC11 agonists, such as BAM8-22 and JHU58, markedly inhibited calcium current in DRG neurons and further attenuated inflammatory pain hypersensitivity, suggesting that MrgprC11 might induce analgesia in persistent pain through an endogenous inhibitory pathway (Li et al., 2015).

TRPV1 is always considered a major ion channel in the response to capsaicin and noxious heat, whereas recent research reported that genetic ablation of TRPV1^+^ neurons by using TRPV1-DTR or TRPV1-DTA led to more serious heat pain deficits compared to deletion of the receptor alone (Mishra et al., 2011; Pogorzala et al., 2013), suggesting that other receptors in TRPV1^+^ neurons were also involved in responding to heat stimuli. Recently, one study demonstrated that fibroblast growth factor 13 (FGF13) selectively regulates the heat nociception by interacting with Nav1.7. The *FGF13^F/F^;Nav1.8-Cre* mice selectively lose the response to noxious heat (Yang et al., 2017). They proposed a new model for the sensing of noxious heat, which requires two steps: (1) heat stimuli activate the thermosensor, maybe TRPV1, to induce cation influx and initiate action potentials; (2) noxious heat stimuli facilitate the assembly of the FGF13/Nav1.7 complex, which can keep the action potentials firing. 

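Fgf13 on chromosome X had 4675 ± 375 normalized counts (SD, n = 3) in control and 4228 ± 250 in Tlx3cko DRGs, and Scn9a, which encodes Nav1.7, had 4790 ± 666 and 4509 ± 238. Neither gene passed the threshold, with log2 fold changes of -0.14 (standard error 0.08, adjusted p = 0.468) and -0.09 (standard error 0.10, adjusted p = 0.772) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The sign of the Scn9a change turned without control replicate 3.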

We examined the expression level of *FGF13* and *Nav1.7* in our RNAseq data and found that their expression levels were comparable between *Tlx3cko* and control mice (data not shown). The unchanged expression of* FGF13* and* Nav1.7* in *Tlx3cko* mice perhaps explained the normal response to noxious heat in *Tlx3cko* mice, despite of the obviously elevated TRPV1 expression.

Genetic ablation of MrgprD^+^ neurons attenuated mechanical pain responses, MrgprB4^+^ c-mechanoreceptors were associated with massage-like pleasant touch and TH^+^ C-LTMRs were sensitive to mechanical stimuli (Cavanaugh et al., 2009; Lou et al., 2013; Vrontou et al., 2013). Although the differentiation of these three group neurons was dramatically inhibited in *Tlx3cko* DRGs, the response to mechanical stimuli retained normal. Therefore, down-regulation of Tlx3-dependent receptors was not sufficient to affect the mechanical threshold.

## Author Contributions

CH designed, performed the research, analyzed the data and wrote the manuscript; FL and PL performed the research; CC analyzed data and supervised the research; ZL designed, supervised the research, analyzed the data and wrote the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

ACD: allergic contact dermatitis
CGRP: Calcitonin Gene Related Peptide
CKO: conditional knockout
DRG: dorsal root ganglia
GPCRs: G-protein-coupled receptors
GRP: gastrin-releasing peptide
IB4: Isolectin B4
IIi: inner lamina II
IIo: outer lamina II
NP: non-peptidergic
Nppb: natriuretic polypeptide b
RNAseq: RNA sequencing
Sst: Somatostatin
VGLUT1: vesicular glutamate transporter type 1.

How the deposited data were processed for this re-analysis (not part of the article)

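RNA sequencing of DRGs from 3 control and 3 Tlx3cko mice was analysed from the table of read counts per gene that the authors deposited, which holds raw counts without normalization. The authors' aligner, counting program, genome build and use of strand are not named in the paper's text. The table has 47937 rows, of which 47729 carry Ensembl mouse gene identifiers (47224 of them matched to a symbol) and 208 are loci outside the annotation. Gene names and positions come from GENCODE M21 on GRCm38. Samples were grouped by genotype and replicate number as the labels and the paper give them.

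Analyses used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with at least 10 counts in total over the 6 libraries (20006) were normalized by TMM and tested with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest), with Benjamini-Hochberg adjusted p under 0.05 as the threshold. Standard errors of log2 fold changes were derived from the fold change and the F statistic. Library totals ranged from 11458299 to 18775628 counts, and TMM factors stayed between 0.994 and 1.01. A gene with at most 3 counts in every library of a group was treated as at the floor of detection, and folds against it are lower bounds that cover counting error only. Replicate libraries of the same genotype differed by far more than sampling noise, with chi-square values per degree of freedom between 4.32 and 10.1, and were treated as separate samples.

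The genes named are Tlx3, the genes named in Table 1 or in the paper's text about DRG expression, the members of 13 marker lists (7 for neuron classes, and satellite glia, Schwann cells, blood, immune cells, skeletal muscle and spinal cord), and the 5 largest falls and 5 largest rises among genes past the threshold with a mean of at least 50 normalized counts and no overlap between the groups. The lists were tested with limma's camera on voom log2 values. Near-identical sequence was searched with blastn 2.17.0+ among the annotated transcripts (at least 100 bases, 98% identity).

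In simulated counts with 200 changed genes among 19639 tested, edgeR recovered 96% of the changed genes, and 8.57% of its calls were unchanged genes. The changed genes all had a mean of at least 50 counts and changes of at least 2-fold. The share recovered therefore does not cover smaller changes or genes with fewer counts. Alternatives covered DESeq2, limma-voom, other normalizations and filters, stricter thresholds, the replicate number as a block, and each library left out in turn; they were set before the data were examined, except for a comparison with control replicate 3 alone, which was chosen after seeing the data. Some genes covered by the rule above are not reported here.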

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

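The tests of sex, with their simulation, and of muscle tissue below were chosen after the results they concern had been seen.

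Outside the genes that the paper names, 826 further genes passed the threshold between Tlx3cko and control DRGs. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes past the threshold, the real one, and the other splits gave at most 1 gene; with 10 splits the share cannot fall under 0.1, so chance cannot be told apart on this count alone. After every library was drawn down to 11458299 counts, 770 of the 851 genes remained past the threshold. After a correction for GC content 803 remained, and after a correction for transcript length 813. These values argue against library size, GC content and transcript length as the whole cause. Of the autosomal genes past the threshold without control replicate 3, the control with Y-linked counts, 97.8% kept their direction against that library, beside 96% and 98.8% for control replicates 1 and 2, but these shares use the same Tlx3cko libraries as the calls. In 10 simulations in which control replicates 1 and 2 alone differed from the other 4 libraries, between 60.7% and 65.2% of such genes kept their direction. The observed share lies above these, which argues against the sex imbalance as the whole cause; for a single gene it stays open. An effect of Tlx3 loss is a hypothesis for these genes.

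Among genes the paper does not name that passed the threshold with a mean of at least 50 normalized counts and no overlap between the groups, the largest rises were in Gm3650, Edn3, Ecel1, Grxcr2 and Insrr, with log2 fold changes of 5.34, 4.82, 4.10, 3.57 and 3.23, and the largest fall was in Ms4a3, at -4.84. Xist, which is left out by the condition on overlap, was at least 116-fold lower in Tlx3cko libraries, which held at most 2 counts each (at least 75.6-fold without control replicate 1), and follows the sexes of the libraries. Edn3 had 15, 14 and 6 counts in the control and 322, 202 and 383 in the Tlx3cko libraries. Edn3, Ecel1, Grxcr2, Insrr and Ms4a3 stayed past the threshold in every alternative fitted. Gm3650 rests on Tlx3cko replicates 1 and 2, with 154 and 156 counts against 5 in Tlx3cko replicate 3, it lost its call with limma-voom (adjusted p = 0.505; the range over its alternatives was 2.44e-34 to 0.505) and without control replicate 2 (log2 fold change 5.63, adjusted p = 0.0528), and 100% of its transcript is shared with transcripts of other genes such as Eif3j1. No biological explanation was tested for these genes.

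The skeletal muscle list was higher in Tlx3cko libraries, with a median log2 fold change of 1.24 (adjusted p = 5.08e-06 from camera, 0.103 from fry), although 1 of its 5 genes, Myh4, passed the threshold alone, with 218, 100 and 21 counts in control and 1256, 655 and 423 in Tlx3cko libraries. Muscle carried along in the dissection is a candidate explanation. Across the 6 libraries the mean of the list and the mean of 11 other muscle genes had a Pearson r of 0.853 (exact permutation p = 0.0403) and a Spearman rho of 0.543 (exact permutation p = 0.297), but without the 2 libraries farthest from the median r was -0.641, so the relation rests on those libraries. Of the other muscle genes 7 of 11 were higher, none past the threshold, and Myh2 had 172 counts in control replicate 1 against at most 38 in the Tlx3cko libraries. Muscle in the dissection cannot be told apart from a change within the ganglia, because the libraries of each group are few and spread widely.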

How the results depend on the processing

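The rise of Trpv1 kept its direction and stayed past the threshold under every alternative fitted, with a log2 fold change between 1.10 and 1.27. Median log2 fold changes over all genes stayed between -0.012 and 0.001 under each normalization, and the number of genes of Table 1 that were lower past the threshold stayed between 11 and 13.

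The number of genes past the threshold was 1529 without a filter on low counts (858 lower, 671 higher), where 26705 genes were tested. In that fit several genes kept their log2 fold change while their adjusted p fell far. For Gm3650 the log2 fold change was 5.336 with the filter and 5.333 without. Its adjusted p went from 0.0101 to 2.44e-34 (edgeR's quasi-likelihood test), despite replicates that disagreed. Calls and low ends of ranges that come from this fit are therefore not stronger evidence. It was 418 at an adjusted p under 0.01 (278 lower, 140 higher) and 315 with at least a 2-fold change (216 lower, 99 higher), as stricter thresholds must give. Across the 6 fits that each left out 1 library it ranged from 488 to 938 genes, with 310 to 530 lower and 175 to 408 higher; the lowest count came without Tlx3cko replicate 2, and fewer libraries leave less power. Of the other genes that the paper names, 11 passed the threshold, and 5 did with at least a 2-fold change.

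Of the genes of Table 1, 0 were higher past the threshold, but Mrgprx1 became 1 such gene without a filter, with limma-voom and with the replicate block, and the number ranged from 0 to 1 across the fits that left out 1 library, reaching 1 without control replicate 1; the cause was not tested.

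With camera's correlation estimated from the data, 0 of the 7 neuron class lists were lower past the threshold, although the medians are unchanged by construction, at -1.81 (NP1), -3.01 (NP2), -2.46 (NP3), -1.39 (TH+ C-LTMR), -0.65 (shared by non-peptidergic classes), 0.41 (peptidergic) and 0.27 (myelinated). Without the genes of Table 1 the NP2 list had a median of -1.74 and lost its call, with 2 genes left in the list, and the NP3 median moved to -0.475, also with 2 genes left. Across the fits that left out 1 library the NP2 median ranged from -3.10 to -2.85 and lost its call without control replicate 1, and the peptidergic median ranged from -0.006 to 0.521, with the sign turned without Tlx3cko replicate 1.

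Genes near 0 changed sign. Htr2a was at -0.006 with library size only and at 0.00 without a filter, and ranged from -0.18 to 0.13 across the fits that left out 1 library, Hrh2 from -0.30 to 0.20 and Scn9a from -0.187 to 0.013. Trpm8 lost its call in all 6 of these fits, F2rl1 in 5, Ret in 4, Tlx3 in 3 and Htr1f in 2, while Trpa1 gained one without control replicate 1 and without a filter. With limma-voom F2rl1 and Gm3650 lost theirs. Without any normalization the ratios of means of Plcb3 and Htr3a moved to 0.554 and 0.954, beyond the replicate spread.

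With the replicate number as a replicate block, 770 genes passed the threshold, 713 of them among the 851. Libraries with the same number did not deviate together (correlations of -0.13, -0.01 and -0.12), so they share only a number. Under the block Trpm8 and Ret were not past the threshold, and of the other genes named Mrgprx1 became so. Against control replicate 3 alone, a comparison chosen after seeing the data and without a test, 36 results held and 3 moved. In this comparison Htr2a changed direction (-0.216). F2rl1 had 2 counts in control replicate 3 against 0 in each Tlx3cko library, so its fall could not be assessed there. At 11458299 to 18775628 counts per library, F2rl1, Hrh2 and Grpr had few reads, and whether more depth would settle them was not tested. F2rl1 also varied between replicates, with 30 counts in control replicate 1 and 2 in control replicate 3, the deepest library.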

Differences from the paper's values

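No mean or fold change of Table 1 differed from the paper's by more than the replicate spread and 1.5 times. For Trpv1, the mean in Tlx3cko DRGs was 5168 ± 346 normalized counts (SD, n = 3), while the paper's value is 3572.8; the control mean was 2237, and the paper's is 2263.5. With DESeq2's size factors the means were 5094 and 2196, and the Tlx3cko mean stayed between 4875 and 5278 over the alternatives set before the data were examined, so none of them closed the gap.

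The paper reports PAR-4 (F2rl3) among the genes that fell, and here it did not pass the threshold over all genes tested (log2 fold change -0.85, adjusted p = 0.298 from edgeR's quasi-likelihood test); no alternative fit called it (adjusted p between 0.256 and 0.67), but the adjustment over the 18 genes of Table 1 alone did (0.0449). The paper reports a rise of MrgprC11 (Mrgprx1), which also did not pass here over all genes tested (log2 fold change 0.95, adjusted p = 0.0798 and unadjusted p = 0.00434 from the edgeR test). The paper also reports a higher percentage of MrgprC11+ neurons by in situ hybridization, which these libraries do not address. Mrgprx1 was called with limma-voom (adjusted p = 0.0275), with the replicate block (0.00488), without control replicate 1 (0.00153) and over the list alone (0.00558). It was also called without a filter on low counts (adjusted p = 1.05e-08 from edgeR), but at a nearly unchanged log2 fold change of 0.944. That smaller p is not stronger evidence of a rise. The adjusted p ranged from 1.05e-08 to 0.29 over its alternatives.

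The paper describes the histamine receptors other than Hrh1 as too weakly expressed to quantify, and here Hrh3 had between 80 and 160 counts per library.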

Other observations

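The tests of neuron share and nociceptor share were chosen after the results had been seen.

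Several genes that the paper cites from earlier work were also measured in these libraries. Mrgprb4 had 190, 181 and 261 counts in control and at most 2 in Tlx3cko libraries, at least 60.7-fold lower. Scn11a, which encodes Nav1.9, had a log2 fold change of -0.79 (adjusted p = 0.00011 from edgeR), and Trpm8 of -0.44 (adjusted p = 0.0462, between 0.0196 and 0.21 over its alternatives), where 8.2% of its exonic bases lie under a gene on the other strand. Trpa1 did not pass (log2 fold change -0.36, adjusted p = 0.333), and Ret fell by 0.33 on the log2 scale (adjusted p = 0.0381, between 0.000998 and 0.186 over its alternatives). Calca was higher, with a log2 fold change of 0.47 (adjusted p = 0.00144 from edgeR).

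The fall of the NP1, NP2, NP3 and TH+ C-LTMR lists might come from a smaller share of neurons in the Tlx3cko libraries, but the members of the peptidergic and myelinated lists together had a median log2 fold change of 0.28, which argues against it. Among other cells, the medians were 0.23 for satellite glia, 0.15 for Schwann cells, -0.32 for blood, -0.43 for immune cells and 0.17 for the 4 spinal cord genes tested, and -0.65 for the list shared by non-peptidergic classes.

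The most caudal Hox genes were lower in Tlx3cko libraries, an observation made after seeing the values. Hoxc11 had 6, 31 and 35 counts in control and 2, 0 and 0 in Tlx3cko libraries (adjusted p = 0.0142 from edgeR), Hoxd11 had 11, 9 and 22 against 1, 1 and 0 (adjusted p = 0.0268), and Hoxa11 had 2, 8 and 6 against 0, 0 and 1 (adjusted p = 0.202). Hoxa11 shares 35% of its exonic bases with a gene on the other strand, and Hoxd11 10.8% with one on its own strand. Hoxd10 had 21, 25 and 54 counts against 12, 0 and 17, without overlap after normalization (log2 fold change -1.614, adjusted p = 0.257 from edgeR). Hoxa10 and Hoxc10 were not lower, with log2 fold changes of 0.334 and 0.072. Hoxa9, Hoxb9 and Hoxc9 were not lower either, and Hoxd9 had a log2 fold change of 0.002. A different mix of spinal levels among the ganglia might produce this. The medians of 10 posterior and 7 anterior Hox genes differed by -0.063 on the log2 scale, but the posterior genes went both ways, so a different mix of levels and an effect of Tlx3 loss on these genes cannot be told apart.

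The rise of Trpv1 could reflect reads of neighbouring genes. Shpk and Trpv3, which flank it, together had 158 normalized counts in Tlx3cko DRGs, against a gain of 2930 for Trpv1, and Shpk had a log2 fold change of -0.15. A larger share of nociceptors could also raise it, but the highest log2 fold change among Scn9a, Fgf13 and Prph was -0.088. Both values argue against these explanations. From these libraries of whole ganglia alone, a change of Trpv1 expression within neurons stays a hypothesis. The paper addresses it with other evidence. It reports more TRPV1+ neurons by in situ hybridization and immunostaining, and TRPV1 in a larger share of IB4+ and peripherin+ neurons.

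Strain DNA around the floxed Tlx3 allele could also bring differences. Within 10 Mb of Tlx3, 3 of 88 tested genes passed the threshold (3.41%), against 4.29% of the other autosomal genes (odds ratio 0.788, 95% confidence interval 0.159 to 2.39, Fisher's exact test p = 1), and 3 genes are too few to exclude it.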
